A study of Mus musculus with 4 samples. Its data were reported in "Spermidine-eIF5A axis is essential for muscle stem cell activation via translational control" (2024).

How the data were processed

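Ribosome-bound RNA was sequenced from primary mouse myoblasts, the muscle precursor cells that grow out of digested hind-limb muscle, collected on day 2 of proliferation in culture. There were 4 libraries. Of these, 2 came from wild-type (WT) cells and 2 from cells labelled as a knockout of Eif5a (eIF5A-KO). Eif5a codes for eIF5A, a translation factor that carries hypusine, an amino acid made from the polyamine spermidine. Groups and replicate numbers were taken from the sample titles. The titles name the assay Polysome-Seq, whereas the extraction text describes digestion with RNase I, enrichment of ribosomes on a column and isolation of the protected fragments from a gel, which is ribosome profiling. The values are therefore called ribosome-protected signal here. The name is that of the method. Many reads lay on mitochondrial rRNA, microRNA and Y RNA genes, for which the signal is not read as translation. The length of treatment with cycloheximide, the drug that holds ribosomes on the mRNA, also differs between the labels and the design text and is not stated here. No RNA abundance from the same cells was used here, so translation efficiency was not computed.

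The deposited table gave RPKM values (reads scaled by gene length in kilobases and by library size) that the authors had computed for each library and gene, together with the gene length in bases. The study's methods for ribosome profiling name the removal of low-quality, rRNA and tRNA reads, mapping with Tophat2 to an Ensembl annotation and counting with HTSeq. The table itself does not state its counting rules, strand included. Reads shared between a gene and a near-identical copy could therefore not be traced. Multiplying each RPKM value by the gene length gave whole multiples of a single step for 100% of the values above 0 in each of the 4 libraries, so whole reads were recovered from the deposited values. The library size that the authors divided by was not the total of these reads. It equalled the median-of-ratios size factor of the library over the 10490 genes with reads in all 4 libraries, times the geometric mean of the read totals. This scaling holds the typical gene level and does not hold the total. The table listed 55573 genes. Of their identifiers, 99.7% were found in GENCODE M21 (build GRCm38), and 99.7% of those had the same coordinates there, so this annotation was used for exons and coding sequences. The table has 4 mitochondrially encoded genes (mt-Atp6, mt-Co2, mt-Co3 and mt-Nd4l) listed at 0 in all 4 libraries, and a value of 0 is therefore not read as absence of translation.

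The recovered reads came to 648386 and 642429 in WT libraries 1 and 2, and to 704006 and 650210 in eIF5A-KO libraries 1 and 2. For the share of a library's reads on a class of genes, the widest 95% Wilson interval reached 0.12 percentage points to either side. These intervals and the floor of 3 reads cover counting error only, since reads amplified by PCR are not independent molecules. The tested genes had a median of 54 reads over the 4 libraries together, and 21.1% of them had fewer than 20.

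The test was limma (version 3.58.1 in R 4.3.3; lmFit and eBayes with trend=TRUE) on log2(RPKM + 1), for genes with a mean of at least 1 RPKM over the 4 libraries, with Benjamini-Hochberg adjustment over the tested genes. Fold changes are on the log2(RPKM + 1) scale, which understates the change of weakly read genes. A gene was called at an adjusted p-value under 0.05. Genes were also counted at a change over 2-fold with an unadjusted p-value under 0.05. For its RNA-seq the study states a change over 2-fold and a p-value under 0.05, without saying whether it was adjusted. Gene sets with at least 5 tested genes were tested with camera (limma, preset inter-gene correlation 0.01), with Benjamini-Hochberg adjustment over the sets, and again with fry, which estimates the correlation from the residuals. The sets were myogenic, contractile, polyamine, autophagy, cell cycle, stress response, ribosomal protein and mitochondrially encoded genes, markers of fibroblasts, endothelial cells and immune cells, and proteins with 3 or more consecutive prolines in the longest coding sequence. The hypusination enzymes and the sex-linked genes were listed as well, with too few tested genes for a set test. The groups, tests, gene lists and the alternatives not named as later additions were chosen before the data were examined.

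The named genes followed a rule of the same date: Eif5a, Myod1, Myog, Pax7, Myf5 and the polyamine genes where tested, then the 5 genes with the lowest and the 5 with the highest log2 fold change among genes at an adjusted p-value under 0.05 whose values did not overlap between groups and whose higher group reached a mean of 5 RPKM. Where fewer than 5 passed in a direction, those with the smallest unadjusted p-value under the other criteria took their place. With 2 libraries per group, an exact two-sided permutation test of a single value cannot give a p-value under 0.333.

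Alternatives were a pseudocount of 0.1, every gene above 0, a minimum mean of 5 RPKM, scaling to the same sum or to the same 75th percentile, quantile normalization, limma with trend=FALSE, the replicate number as a block, leaving out each library, a 4-fold change, fry, and the myogenic set without Myod1 and Myog. Added after the data were seen were protein-coding genes only, scaling to the same sum over protein-coding genes, a minimum of 20 reads over the 4 libraries, limma-voom on the recovered reads of genes with at least 20 reads, and removal of the trend on coding GC. For the last, a lowess curve (span 0.3) of each library's deviation from the gene mean on the GC content of the longest coding sequence was subtracted, over 9790 protein-coding genes. Trends on coding GC between single pairs of libraries were computed, and most of their values are not reported here.

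The procedure was tested on simulated data, with reads drawn for 11262 tested genes from the means and sizes of these libraries (dispersion 0.0315). Of these genes, 200 were changed 4-fold. The changed genes were drawn only from well-read genes, and the dispersion was estimated on such genes. The recoveries given next therefore do not hold for genes with few reads, and the real tested genes had a median of 54. The limma test on log2(RPKM + 1) called 14 of the 200 changed genes and 32 unchanged genes at an adjusted p-value under 0.05, and none of the unchanged genes it called had more than 9 reads over the 4 libraries. The 2-fold criterion recovered 198 of the 200, together with 347 unchanged genes. With at least 20 reads per gene (8958 genes), 186 changed and 14 unchanged genes were called, and limma-voom (9179 genes) called 197 and 7. Other tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.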

Results

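Ribosome-protected signal was measured in proliferating primary myoblasts, with 2 WT libraries and 2 libraries labelled eIF5A-KO. Each library held between 642429 and 704006 recovered reads. The libraries were first compared by the class of gene that their reads fell on. Protein-coding genes received 37.7% ± 5.40 (SD, n = 2) of the reads in the WT libraries and 62.3% ± 4.33 (SD, n = 2) in the libraries labelled KO. The number of reads on protein-coding genes was 269143 and 217651 in the WT libraries against 460099 and 385091 in those labelled KO. The mitochondrial rRNAs took 34.6% ± 6.38 (SD, n = 2) of the WT reads and 16.8% ± 2.45 (SD, n = 2) of the reads in the libraries labelled KO. MicroRNA genes took 4.30% of WT library 1 and 16.8% of WT library 2, against 2.31% and 2.85% in the libraries labelled KO. The Y RNA gene Rny1 alone held 11.8% ± 4.91 (SD, n = 2) of WT reads and 14.2% ± 1.63 (SD, n = 2) of reads in the libraries labelled KO. The groups did not overlap in the share of protein-coding, mitochondrial rRNA or microRNA reads. An exact two-sided permutation test gave p = 0.333 for each of these shares, the smallest value that 2 against 2 libraries allow. Any difference in preparation between the groups cannot be told apart from genotype in these shares.

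**Figure D1:**
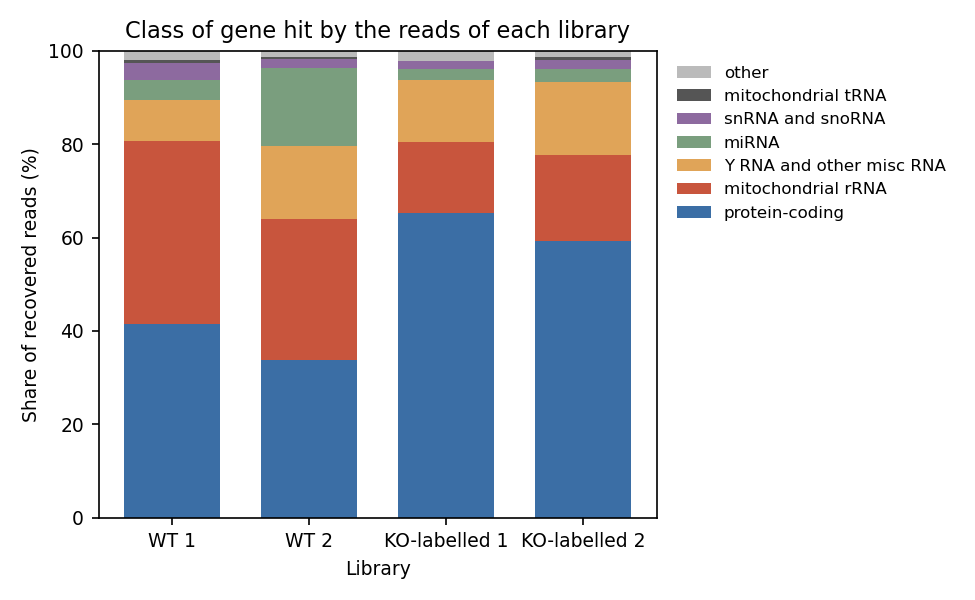
Share of recovered reads (%) by class of gene in each of the 4 libraries, as stacked bars that add up to 100%. Protein-coding genes took 41.5% and 33.9% in the WT libraries and 65.4% and 59.2% in the libraries labelled KO.

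The targeted gene was examined first. Eif5a (ENSMUSG00000078812; GRCm38 chromosome 11, 69916714 to 69921958, minus strand) has 7 exons in the annotated transcript with the longest coding sequence, which lies between 69917442 and 69919315. Its signal was 34.9 and 65.2 RPKM in the WT libraries (50 and 73 reads) and 60.3 and 59.4 RPKM in the libraries labelled KO (130 and 114 reads). The group means were 50.0 ± 21.4 RPKM (SD, n = 2) for WT and 59.8 ± 0.65 RPKM (SD, n = 2) for the libraries labelled KO. The log2 fold change was 0.32 with a standard error of 0.48 and an adjusted p of 0.839 by limma. A loss of Eif5a signal was therefore not seen under the KO label. No difference was detected, the standard error being larger than the change. Scaling the libraries to the same sum moved this value most, to 1.39, and without WT library 1 it was -0.12. Because the targeted gene did not fall, the group is called by its label, and every direction given here is that of the libraries labelled KO relative to WT.

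The study asked whether translation of the Myod1 mRNA depends on eIF5A. Myod1 (ENSMUSG00000009471; chromosome 7, 46376474 to 46379099, plus strand; 3 exons, coding sequence between 46376673 and 46378391) codes for the myogenic transcription factor MyoD. Its signal was 139.9 and 117.5 RPKM in the WT libraries (157 and 103 reads) and 48.6 and 79.8 RPKM in the libraries labelled KO (82 and 120 reads). The means were 128.7 ± 15.9 RPKM (SD, n = 2) and 64.2 ± 22.1 RPKM (SD, n = 2). The log2 fold change was -1.03 with a standard error of 0.48, and the adjusted p over all tested genes was 0.676 by limma. The values of the groups did not overlap, and the difference failed the adjusted threshold. Read numbers did overlap between the groups (103 in a WT library and 120 in a library labelled KO), while the library sizes that the authors divided by were 602863 and 471136 for WT and 906990 and 807705 for the libraries labelled KO. Without KO library 1 the log2 fold change was -0.68. Scaled to the same sum, the log2 fold change was 0.04 while the median of all genes moved to 0.83, so that Myod1 lay -0.79 from that median. The coding sequence of Myod1 is 65.2% GC, and with the trend on coding GC removed the log2 fold change was -0.53 (standard error 0.41, adjusted p 0.796 by limma). Myod1 has no run of 3 prolines, its longest run being 2.

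The other regulators of the lineage had few reads. Myog (chromosome 1, 134289989 to 134292548) had 82 reads in WT library 1, 3 in WT library 2, and 1 and 2 in the libraries labelled KO. Its signal was 91.0 and 4.26 RPKM in WT against 0.74 and 1.66 RPKM. Against the floor of 3 reads, the mean signal was at least 20.3-fold lower in the libraries labelled KO, and that bound rests on WT library 1. The fitted log2 change of Myog was -3.36 and fell to -1.29 without that library. Pax7 (chromosome 4, 139737062 to 139833528) had 6.06 ± 3.44 RPKM (SD, n = 2) in WT from 30 and 10 reads, and 1.21 ± 0.38 RPKM (SD, n = 2) in the libraries labelled KO from 5 and 7 reads. Its log2 fold change was -1.59 (standard error 0.50, adjusted p 0.660 by limma). Myf5 (chromosome 10, 107482908 to 107486134) had 8 and 4 reads in WT and 2 and 0 in the libraries labelled KO, a mean signal at least 3.10-fold lower. Of these genes, none passed the adjusted threshold over all genes.

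**Figure D2:**
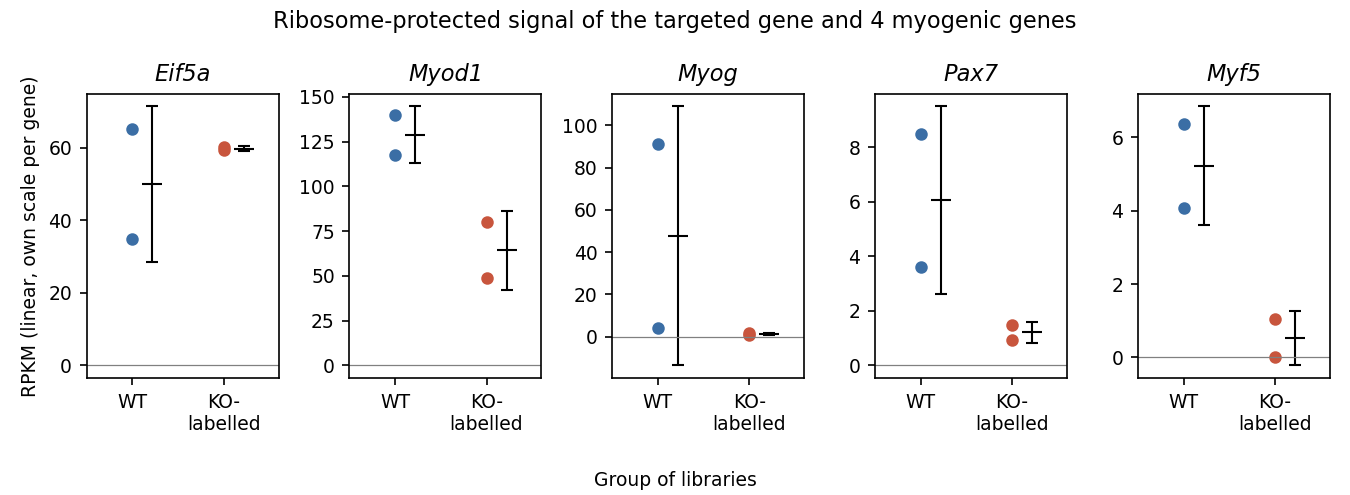
Signal in RPKM (linear scale, separate for each gene) of Eif5a, Myod1, Myog, Pax7 and Myf5 in each library, with the mean and SD of each group of 2 libraries as black marks. Myod1 was at 139.9 and 117.5 in WT and at 48.6 and 79.8 in the libraries labelled KO, while Eif5a was not lower in the latter.

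Spermidine acts through eIF5A in the study, so the polyamine genes were on the fixed list. The 8 tested polyamine genes had log2 fold changes between -0.37 (Smox) and 0.40 (Srm). Odc1, which codes for the enzyme of the first step of polyamine synthesis, had 42.3 ± 21.3 RPKM (SD, n = 2) in WT and 47.3 ± 13.8 RPKM (SD, n = 2) in the libraries labelled KO, with a log2 fold change of 0.22 (standard error 0.53, adjusted p 0.906 by limma). The fixed list held 13 tested genes in all. Of these, 0 passed over all genes tested and 0 passed when adjusted over the list alone, where the smallest p was 0.127. At an unadjusted p under 0.05, 3 did: Myog, Pax7 and Myf5.

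The number of genes with a different signal was then counted. Of 11363 tested genes, 9877 were protein-coding. At an adjusted p under 0.05, 11 genes were lower and 1 was higher in the libraries labelled KO by limma, and 0 of these were protein-coding. At an unadjusted p under 0.05, 507 genes were lower and 325 higher, among them 300 and 290 protein-coding genes. The 12 called genes were short, between 56 and 163 bases, and had between 2 and 8 reads over the 4 libraries with 0 in the whole of a group. With a minimum of 20 reads over the 4 libraries, 0 genes were lower and 0 higher, with 495 and 362 at an unadjusted p under 0.05. By the rule for named genes, the lowest were the microRNA gene Mir5620 (3 reads in all), the snRNA genes Gm24145 (8 reads) and Gm25514 (6 reads), Scarna17 (3 reads) and Mir679 (2 reads). Each had 0 reads in both libraries labelled KO. Gm24145 had 4 reads in each WT library, at least 2.15-fold above the floor in the libraries labelled KO, and Gm25514 with 4 and 2 reads was at least 1.55-fold above it. No fold is given for the other 3, which were at or under the floor in both groups. In the other direction, Gm24195 (3 and 2 reads in the libraries labelled KO) was the single gene called. Gm14000, Gm48338, Hist1h2bn and Gm22984 came next by unadjusted p and failed the adjusted threshold (adjusted p from 0.0828 to 0.113 by limma). They had 6, 5, 7 and 2 reads in all and none in WT.

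Applying the thresholds the study states for its RNA-seq, read here as a change over 2-fold with an unadjusted p under 0.05, gave 488 genes lower and 303 higher. These were 4.29% and 2.67% of the tested genes. The protein-coding genes among them were divided almost evenly, with 281 lower and 269 higher. Among microRNA genes 67 were lower and 2 higher. The median log2 fold change was -1.78 over the 291 tested microRNA genes and -1.38 over the 134 tested snRNA genes. It was 0.05 over the protein-coding genes. The lower microRNA and snRNA genes thus go with a shift of their whole class. Scaling to the same sum moved the split of all tested genes most, to 99 lower and 1635 higher. Scaling to the same sum over protein-coding genes gave 611 lower and 205 higher, quantile normalization 392 and 391, and a fit of protein-coding genes alone 395 and 388. By group means without a test, 1375 genes were over 2-fold lower and 926 over 2-fold higher, and without WT library 2 there were 1667 of the latter. The median log2 fold change of all tested genes was 0.00026.

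Recovered reads were also tested with limma-voom, an alternative added after the data were seen. Of 9179 genes with at least 20 reads, 39 were lower and 0 higher in the libraries labelled KO at an adjusted p under 0.05, with 611 lower and 319 higher at an unadjusted p under 0.05. The 39 comprised 19 microRNA genes, 14 other genes that are not protein-coding, and 6 protein-coding genes. MicroRNA and snRNA genes were lower as classes, so calls among them are not read as changes of single genes. The protein-coding genes called were Smad6, Klhl15, Tfap2b, Cep295, Megf11 and Chrna1, named after their values were seen. Chrna1, a subunit of the muscle acetylcholine receptor (chromosome 2, 73563215 to 73580338), had 46 and 33 reads in WT against 9 and 16. Its log2 fold change in this fit was -2.36 (standard error 0.52, adjusted p 0.0403 by limma-voom). For Myod1 the same fit gave -1.04 with an unadjusted p of 0.0276 and an adjusted p of 0.426, and for Myog an unadjusted p of 0.105. At an unadjusted p under 0.05, Myod1 thus passed in this fit and Myog did not, the reverse of the test on log2(RPKM + 1).

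The change between groups followed the base composition of the coding sequence. Over 9790 protein-coding genes, the Spearman correlation between the log2 fold change and coding GC was -0.36 across genes, which are not independent replicates. The median log2 fold change was 0.38 in the 979 genes with the lowest GC and -0.48 in the 979 with the highest.

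**Figure D3:**
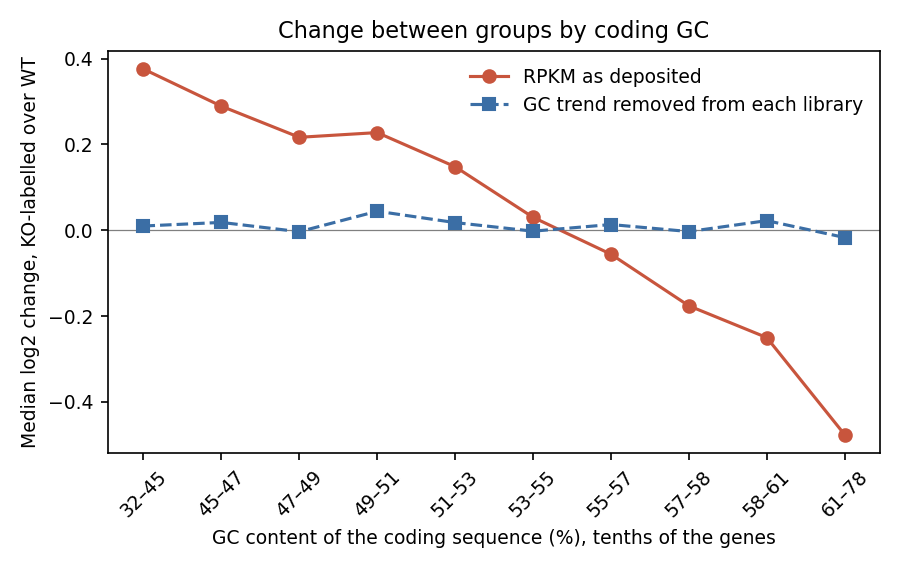
Median log2 change of the libraries labelled KO over WT (vertical axis) in 10 equal bins of 9790 protein-coding genes ordered by coding GC in percent (horizontal axis), with RPKM as deposited (circles) and with the trend removed from each library (squares). The deposited values fall from 0.38 to -0.48, and the corrected ones stay between -0.02 and 0.04.

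Gene sets were compared to ask which kinds of genes moved together. Of 12 tested sets, 5 passed at an adjusted p under 0.05 by camera, and 0 of them held under fry. The smallest adjusted p under fry was 0.460, and the smallest unadjusted p was 0.0632, for the myogenic set. With 2 libraries per group, fry has few residual degrees of freedom, so failing it does not exclude a change of a set. The cell cycle set was higher in the libraries labelled KO, with 22 of 23 genes above 0 and a median log2 fold change of 0.88 (camera adjusted p 1.06e-05). Its median was 0.39 without WT library 1, 1.35 without WT library 2, and 0.82 with genes at the floor set to their bound. The 9 mitochondrially encoded genes were all lower, with a median of -1.26 (camera adjusted p 0.000117), which was -0.65 without KO library 1. The 2 mitochondrial rRNA and 14 mitochondrial tRNA genes, which code for no protein, had medians of -1.71 and -1.45. A change in translation of the 9 genes therefore cannot be told apart from less mitochondrial RNA in the libraries labelled KO. The myogenic set was lower, with 17 of 20 genes below 0 and a median of -0.81 (camera adjusted p 0.000469), and -0.51 without WT library 1. In the contractile set 12 of 15 genes were lower, with a median of -1.24 (camera adjusted p 0.00069). The contractile median was -0.62 with genes at the floor set to their bound, and -0.56 without WT library 1. The fibroblast markers were higher for 11 of 14 genes, with a median of 0.45 (camera adjusted p 0.028). That median was 0.02 without KO library 1, 0.17 without WT library 2, 0.83 without WT library 1 and 0.84 without KO library 2. None of these 5 sets changed its direction relative to the median of all genes under any scaling. In absolute terms the myogenic median was near 0 when libraries were scaled to the same sum. Of the genes in these 5 sets, 0 passed over all genes tested and 0 when adjusted over the list alone, with 3, 3, 5, 4 and 1 at an unadjusted p under 0.05 in the order given.

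**Figure D4:**
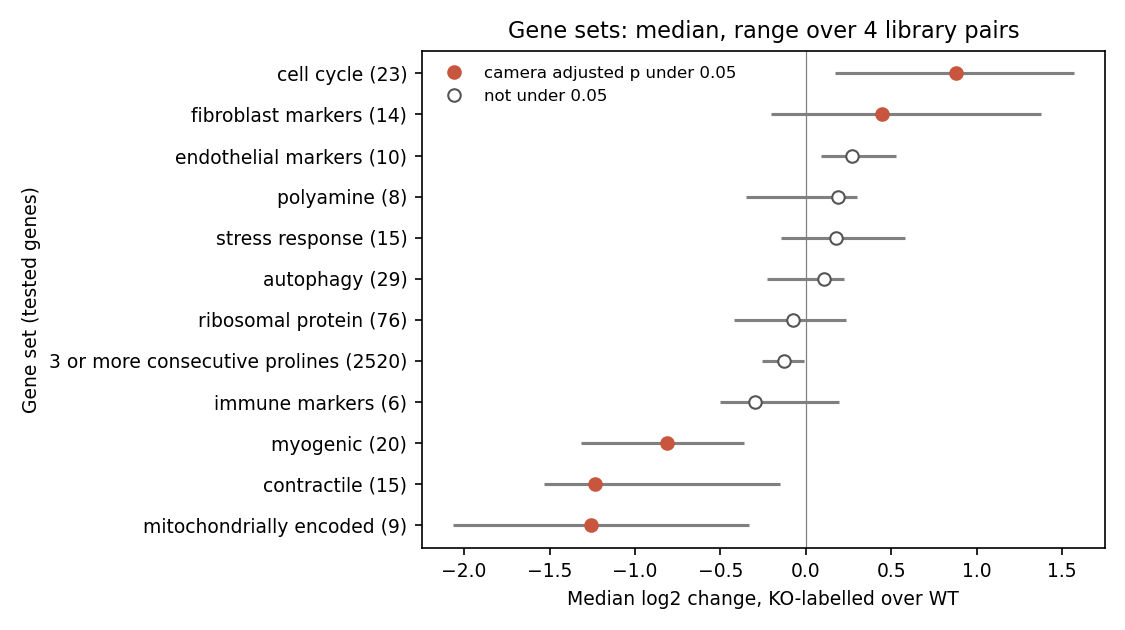
Median log2 change of the libraries labelled KO over WT for each of the 12 gene sets (points), with the range of the median over the 4 pairs of a KO-labelled and a WT library (lines). Filled points mark the 5 sets with a camera adjusted p under 0.05, of which 0 held under fry; scaled to the same sum, the immune, ribosomal protein and proline medians also lie above 0 and the myogenic median is near 0.

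The remaining sets did not pass. Proteins with 3 or more consecutive prolines, a sequence on which ribosomes need eIF5A to move on, were of interest because of the factor under study. Their 2520 tested genes had a median log2 fold change of -0.13, with 1471 lower and 1049 higher (camera adjusted p 0.0809), and the median was -0.03 without WT library 1 and -0.25 without WT library 2. Set against protein-coding genes alone, the adjusted p was 0.00134. With the trend on coding GC removed it was 0.0667. The medians of the other sets were 0.27 for endothelial markers, 0.19 for the polyamine set, 0.18 for stress response genes, 0.10 for autophagy genes, -0.08 for ribosomal protein genes and -0.30 for immune markers, with camera adjusted p from 0.190 to 0.961. The stress response set passed with libraries scaled to the same sum (camera adjusted p 0.0427) and with the GC trend removed (0.0469), and 0 sets passed under fry. Leaving out a library changed the sign of the median for the polyamine, stress response, autophagy, ribosomal protein and immune sets, and the endothelial median was 0.04 without KO library 1.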

Values the study reported

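The study assessed 21,032 mRNAs by sequencing monosome and polysome fractions, and gave 230 of them as having fewer reads in the knockout cells. From its ribosome profiling, 14% of mRNAs had a lower translation efficiency in the knockout.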

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

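Eif5a and Myod1 stayed above an adjusted p of 0.05 under every alternative with a test, with adjusted p from 0.343 to 0.952 and from 0.426 to 0.985. The Eif5a value lay between -0.12 and 1.39, the lower end being that without WT library 1. Protein-coding genes only, scaling to the same sum over them, a minimum of 20 reads, limma-voom and removal of the GC trend were chosen after the data were seen. No p-value was computed with a library left out, since a group would then hold 1 library. A comparison with DESeq2 had been planned only for a file that also holds counts and was not run; the recovered reads were tested with limma-voom.

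The 11 genes lower and 1 higher at an adjusted p under 0.05 became 0 and 0 under 8 alternatives. At an unadjusted p under 0.05 these gave 495 lower and 313 higher (pseudocount 0.1), 533 and 403 (every gene above 0), 327 and 178 (minimum mean of 5 RPKM), 497 and 285 (trend=FALSE), 417 and 418 (protein-coding genes only), 495 and 362 (at least 20 reads) and 333 and 332 (GC trend removed). The last of the 8 was the replicate block, with 509 and 318. The samples share only a number, and the deviations of same-numbered libraries from their group means had a correlation of 0.0575. With limma-voom, 39 genes were lower and 0 higher (319 higher at an unadjusted p under 0.05). Scaling to the same sum gave 7 higher genes. By construction, the minimum of 20 reads removed every gene called, as these had 2 to 8 reads, and so did the fits of protein-coding genes, with and without the GC trend, as none of the genes called was protein-coding. The cause was not tested for the others.

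At a change over 2-fold with an unadjusted p under 0.05, in place of 488 lower and 303 higher, there were 312 and 157 with a minimum mean of 5 RPKM, 99 and 1635 with libraries scaled to the same sum, and 184 and 59 over 4-fold. With the GC trend removed, 300 were lower. By group means alone, in place of 1375 lower and 926 higher, there were 704 and 404 (minimum mean of 5 RPKM), 589 and 4751 (same sum), 697 and 526 (at least 20 reads) and 484 and 527 (GC trend removed). Protein-coding genes only gave 659 lower, and a pseudocount of 0.1 gave 1562 higher. Across the 4 fits that each left out a library there were from 1405 to 1794 lower and from 1004 to 1667 higher genes. Stricter filters test fewer genes.

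The median log2 fold change of all tested genes was 0.83 with libraries scaled to the same sum and -0.12 with the same sum over protein-coding genes. It was 0.0216 with every gene above 0, 0.0668 with a minimum mean of 5 RPKM, 0.057 with quantile normalization, 0.0486 with protein-coding genes only, 0.0334 with at least 20 reads and 0.0234 with limma-voom. By camera 5 gene sets passed, against 3 with a minimum mean of 5 RPKM, 4 with a pseudocount of 0.1 and 0 under fry, and 6 sets passed under some other alternatives. The fibroblast markers failed with a minimum mean of 5 RPKM (adjusted p 0.0557) and with a pseudocount of 0.1 (0.0534; from 0.00836 to 0.715 over all alternatives). The contractile and immune sets were not tested at a minimum mean of 5 RPKM, where too few of their genes were left.

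Directions changed under several alternatives. Scaled to the same sum, Myod1 was at 0.038, Smox at 0.57, Amd1 at 0.16 and Oaz1 at 0.85, and the ribosomal protein set lay 0.10 above the median of all genes. With the GC trend removed, Odc1 was at -0.0015, Sat1 at -0.0185, Azin1 at -0.22 and Oaz1 at 0.21, and the autophagy and polyamine sets lay -0.0077 and -0.0208 from the median. The immune set, whose camera direction was up against a median of -0.30, was called down under a pseudocount of 0.1 (-0.42), quantile normalization (-0.33), fry (-0.30) and protein-coding genes only (-0.34). For single genes scaled to the same sum, the change follows from the scaling itself, which raises the libraries labelled KO relative to WT for every gene. The cause was not tested for the rest. For named genes and sets, 17 further values without a test moved, 37 no longer passed and 10 newly passed. Another 445 kept their direction by the test and their side of the threshold, or, where a library was left out, moved by less than the spread between libraries. The latter include changes of sign for Odc1, Smox, Sat1, Amd1, Oaz1 and Oaz2, and for the ribosomal protein, autophagy and stress response medians. Newly passing were the set with runs of prolines (quantile normalization, at least 20 reads, limma-voom and both alternatives with protein-coding genes; adjusted p from 0.00134 to 0.615 over its alternatives) and the stress response set (same sum, 0.0427, and GC trend removed, 0.0469; from 0.0427 to 0.615), each under camera, as well as Gm14000, Gm48338 and Hist1h2bn scaled to the same sum.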

Other observations

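The tests of cell composition and library scaling for Myod1, of other splits and of sex were chosen before the data were examined. The other tests in this part were chosen only after the result was seen, though some use planned fits that left out a library.

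Eif5a was not lower in the libraries labelled KO. The standard error of its log2 fold change, 0.48, was larger than the change, so that exchanged library labels cannot be told apart from the labels as given by this gene. Reads from cells in which Eif5a was not targeted are a candidate source. The markers of endothelial cells and fibroblasts were well read in the libraries labelled KO, their median gene standing at percentile 83.3 and 93.5 of tested protein-coding genes, with medians of 16.9 and 35.7 RPKM, against percentile 35.5 for the myogenic set. These lists share 0 genes with the other lists. In both WT libraries, 10 of 10 endothelial and 13 of 14 fibroblast markers had over 3 reads, so such cells or such expression may be present in either group. A targeted allele that still gives ribosome-bound RNA was not tested.

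The lower Myod1 signal has several open explanations. A lower share of myoblasts with more fibroblasts cannot be told apart from a change in translation, because the fibroblast median was 0.0206 without KO library 1. Scaling to the same sum put Myod1 at 0.038 but raised genes alike, so this value says nothing about Myod1 in particular, which then lay -0.79 from the median of all genes. Against that median it was at -1.03 with the same 75th percentile, -0.91 with quantile normalization and -1.06 with the same sum over protein-coding genes. What cannot be told apart from library scaling is whether its absolute signal fell. Coding GC may account for part of the change, which shrank to -0.53 once the trend was removed. Loss of eIF5A stays open and was not tested here, as no RNA abundance was used. The study itself reports lower Myod in the knockout by ribosome profiling, and no difference in its mRNA by RNA-seq. It also reports enrichment of this mRNA with an eIF5A antibody and MyoD protein detected only in WT cells. In lysates with eIF5A neutralized, it reports that translation of this mRNA was blocked.

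The trend on coding GC itself may come from a difference between library preparations. The difference between the libraries labelled KO had a Spearman correlation of 0.19 with coding GC across genes. That was the larger in size of the within-group values, the one between the WT libraries being -0.10. The trends between a WT library and a library labelled KO had a single sign, and the weakest of them was about as large as this value. No label separates preparation from group, so preparation and genotype cannot be told apart for this trend. The same holds for the higher share of protein-coding reads, where the exact permutation p was 0.333, the smallest this design can give. Genotype stays open for both and was not tested.

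With the GC trend removed, the myogenic set was still lower by camera (adjusted p 0.000175, median log2 -0.53; over all its alternatives from 1.39e-05 to 0.460), which argues against base composition as the whole cause, while 0 sets passed under fry. For proteins with runs of prolines, camera gave an adjusted p of 0.0667 after the same step, where their median log2 fold change was -0.09. Yet of 10000 random lists matched on coding GC in 10 bins, 0 had a median as low as -0.13, the lowest being -0.08 and their median -0.03. Such lists take genes as independent, so it cannot be told here whether base composition accounts for the whole of this shift. An effect of eIF5A on these sequences stays open.

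The lower contractile and higher cell cycle signal could reflect a more differentiated culture behind WT library 1. In that library the contractile genes were higher than in WT library 2 for 11 of 15 genes (median log2 difference 1.05), and the cell cycle genes for 2 of 23 (median -0.90). Without it the contractile median was -0.56 and the cell cycle median 0.39. Both kept their direction, and a change that goes with genotype stays open and untested.

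The genes past the adjusted threshold by limma on log2(RPKM + 1) may be counting noise. None of the 12 had over 8 reads in the 4 libraries together. In the simulated data, the 32 unchanged genes called had at most 9. Of the 3 ways to split the 4 libraries into equal groups, 1 gave as many genes at an adjusted p under 0.05, namely the real split. The others gave 0 adjusted calls each, and 365 and 232 genes over 2-fold at an unadjusted p under 0.05 against 791. With at least 20 reads per gene, the latter counts were 317 and 175 against 813. Limma-voom, on genes with at least 20 reads, gave 0 adjusted calls in each of the others against 39. With 3 splits no share under 0.333 can be reached, so the real grouping cannot be told apart from chance by these counts. Reads on 4 Y-linked genes were present in every library (30 and 15 in WT, 73 and 57 in the libraries labelled KO), the fewest being 15, and so were reads on Xist (12 and 3 in WT, 46 and 11). The Y-linked gene Ddx3y was at 3.51 and 4.08 RPKM in WT and at 9.76 and 8.57 RPKM in the libraries labelled KO (log2 fold change 1.08, standard error 0.36, adjusted p 0.665 by limma). Eif2s3y, also Y-linked, overlapped between the groups, at 3.59 and 1.02 RPKM in WT and 2.91 and 2.98 RPKM in the libraries labelled KO. Of the other Y-linked genes, Kdm5d overlapped and Uty did not, both with means under 1 RPKM in each group. Cultures that differ in sex or in the share of male cells therefore cannot be told apart from genotype.

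The number of protein-coding genes tested was 9877. That is lower than the number of mRNAs quoted from the study above, but they were not counted alike. The study's number came from monosome and polysome fractions, without a stated minimum. The number here is of genes with a mean of at least 1 RPKM in ribosome profiling.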
